# Sustained Induction of Collagen Synthesis by TGF-β Requires Regulated Intramembrane Proteolysis of CREB3L1

**DOI:** 10.1371/journal.pone.0108528

**Published:** 2014-10-13

**Authors:** Qiuyue Chen, Ching-En Lee, Bray Denard, Jin Ye

## Abstract

CREB3L1 (cAMP response element binding protein 3-like 1), a transcription factor synthesized as a membrane-bound precursor and activated through Regulated Intramembrane Proteolysis (RIP), is essential for collagen production by osteoblasts during bone development. Here, we show that TGF-β (transforming growth factor-β), a cytokine known to stimulate production of collagen during wound healing and fibrotic diseases, induces proteolytic activation of CREB3L1 in human A549 cells. This activation results from inhibition of expression of TM4SF20 (transmembrane 4 L6 family member 20), which normally inhibits RIP of CREB3L1. Cleavage of CREB3L1 releases its NH_2_-terminal domain from membranes, allowing it to enter the nucleus where it binds to Smad4 to activate transcription of genes encoding proteins required for assembly of collagen-containing extracellular matrix. Our findings raise the possibility that inhibition of RIP of CREB3L1 could prevent excess deposition of collagen in certain fibrotic diseases.

## Introduction

Recent studies have identified cAMP response element binding protein 3-like 1 (CREB3L1) as a transcription factor that activates genes involved in assembly of the collagen-containing extracellular matrix [1]–[3]. In a pioneering study, Murakami et al. showed that mice lacking CREB3L1 (also called OASIS) developed abnormal bones owing to a deficiency of the collagen extracellular matrix production by osteoblasts [1]. CREB3L1 belongs to a family of transcription factors synthesized as transmembrane precursors in the endoplasmic reticulum (ER) and activated through a process designated as Regulated Intramembrane Proteolysis (RIP) [4], [5]. CREB3L1 contains a single transmembrane helix with the NH_2_-terminal transcription factor domain projecting into the cytosol and a COOH-terminal domain projecting into the lumen of the ER. Upon stimulation, CREB3L1 undergoes two sequential cleavages catalyzed by two Golgi-localized proteases: Site-1 protease (S1P) and Site-2 protease (S2P). These cleavages release the NH_2_-terminal domain of the protein from membranes, allowing it to enter the nucleus where it drives transcription of genes required for assembly of the collagen extracellular matrix [1]–[3]. Murakami *et al* identified bone morphogenetic protein 2 (BMP2) as a stimulator for RIP of CREB3L1, and they showed that CREB3L1 activates transcription of genes required for assembly of collagen matrix, including *collagen 1α1* (*COL1A1*) [1].

Transforming growth factor-β (TGF-β), a cytokine homologous to BMP2, also activates COL1A1 synthesis [6], [7]. TGF-β signals by binding to its cell surface receptor, a serine kinase that phosphorylates Smad2 and Smad3, each of which forms complexes with Smad4 [8]. These complexes activate target genes including those required for assembly of collagen extracellular matrix [8], [9]. This mechanism, however, only accounts for acute induction of collagen synthesis by TGF-β, because the levels of phosphorylated Smad2 and Smad3 decline within a few hours even in the presence of the cytokine [8]. Yet the collagen-stimulating effects of TGF-β persist for days [6], [10]. The mechanism through which TGF-β induces chronic accumulation of collagen has yet to be identified.

In addition to the Smad-dependent pathway, TGF-β also activates Smad-independent non-canonical pathways, which include activation of extracellular signal-regulated kinases (ERKs) [11]. ERK activation has been reported to play a critical role in TGF-β-induced pathological events [12]. However, the contribution of ERK activation to TGF-β-induced collagen synthesis has yet to be determined.

In the current study, we determine that TGF-β stimulates RIP of CREB3L1, and this proteolytic activation is required for prolonged activation of genes involved in assembly of the collagen extracellular matrix. We show further that transmembrane 4 L6 family member 20 (TM4SF20), a membrane protein without a previously identified function, inhibits RIP of CREB3L1. We provide evidence that TGF-β stimulates cleavage of CREB3L1 by inhibiting expression of TM4SF20 through an ERK-dependent pathway.

## Materials and Methods

### Materials

We obtained RDEA119 from ChemieTek (Indianapolis, IN); mouse anti-phospho-ERK and PD0325901 from Sigma (St, Louis, MO); rabbit anti-LSD1 from Cell Signaling (Boston, MA); mouse anti-calnexin from Enzo Life Sciences (Farmingdale, NY); mouse anti-Smad4 and rabbit anti-ERK from Santa Cruz Biotechnology (Santa Cruz, CA); mouse anti-Smad2, mouse anti-phospho-Smad2, mouse anti Smad3, and mouse anti-phospho-Smad3 from Cell Signaling Technology (Danvers, MA); peroxidase-conjugated secondary antibodies from Jackson ImmunoResearch (West Grove, PA); TGF-β1 from R&D (Minneapolis, MN). Hybridoma cells producing IgG-9E10, a mouse monoclonal antibody against Myc tag, were obtained from the American Type Culture Collection (Manassas, VA). A rabbit polyclonal antibody against human CREB3L1 was generated as previously described [2].

### Plasmid

pCMV-TM4SF20-(Myc)_5_ encodes full length human TM4SF20 followed by 5 tandem repeats of the myc epitope tag. It is produced by ligating BamHI and NheI-cleaved vector pcDNA3.1-(Myc)_5_ [13] with the PCR product corresponding to full length TM4SF20.

### Cell culture

A549 cells, a line of human lung carcinoma cells, were obtained from ATCC and maintained in medium A (1∶1 mixture of Ham’s F12 medium and Dulbecco’s modified Eagle’s medium containing 100 U/ml penicillin and 100 µg/ml streptomycin sulfate supplemented with 5% [vol/vol] fetal calf serum (FCS)). A549/pTM4SF20 cells were generated by transfecting pCMV-TM4SF20-(Myc)_5_ into A549 cells followed by selection with 700 µg/ml G418. The cells were maintained in medium A supplemented with 700 µg/ml G418. Huh7 cells, a line of human hepatoma cells [14], were maintained in medium B (Dulbecco’s modified Eagle’s medium with 4.5 g/l glucose, 100 U/ml penicillin, 100 mg/ml streptomycin sulfate, and 10% [vol/vol] FCS). A549-derived cells were cultured in monolayers at 37°C in 8.8% CO_2_, whereas Huh7 cells were maintained at 37°C in 5% CO_2_.

### Immunoblot analyses

Cells were harvested and separated into nuclear and membrane fractions as described [15], and analyzed by SDS-PAGE followed by immunoblot analysis with the indicated antibodies (1∶4000 dilution for anti-calnexin, 1∶2000 dilution for anti-Myc, anti-CREB3L anti-ERKs and anti-phospho-ERKs, and 1∶1000 dilution for the rest of the antibodies). Bound antibodies were visualized with a peroxidase-conjugated secondary antibody using the SuperSignal ECL-HRP substrate system (Pierce).

### RNA interference

Duplexes of siRNA were synthesized by Dharmacon Research. The two siRNA sequences targeting human CREB3L1 are CGGAGAACAUGGAGGACUU and CCACCAAGUACCUGAGUGA. The two siRNA sequences targeting human Smad4 are GAUUAACACUGCAGAGUAA and GCAAUUGAAAGUUUGGUAA. The two siRNA sequences targeting human TM4SF20 are GCGAGUGGCUGGAGAGCAU and GUCUAUUGCUUGUUGGAAU. The control siRNA targeting GFP was reported previously [16]. Cells were transfected with siRNA using Lipofectamine RNAiMAX reagent (Invitrogen) as described by the manufacturer, after which the cells were used for experiments as described in the figure legends.

### RT-QPCR

RT-QPCR was performed as previously described [17]. Each measurement was made in triplicate from cell extracts pooled from duplicate dishes. The relative amounts of RNAs were calculated through the comparative cycle threshold method by using human 36B4 mRNA as the invariant control.

### Immunoprecipitation

Pooled cell pellets from 5 dishes of indicated cells were resuspended in 0.4 ml of buffer A (25 mM Tris-HCl pH 7.2, 0.15 M NaCl, 1% Nonidet P-40, 5 µg/ml pepstatin, 10 µg/ml leupeptin, 2 µg/ml aprotinin, 2 µg/ml N-[N-(N-Acetyl-L-leucyl)-L-leucyl]-L-norleucine). Cell lysates were rotated at 4°C for 1 h and clarified by centrifugation at 20,000×*g* for 10 min. The lysates were pre-cleared by incubation for 30 min at 4°C with 50 µl of Protein A/G agarose beads (Santa Cruz Biotechnology). The pre-cleared lysates were rotated for 16 h at 4°C with 15 µg of polyclonal anti-CREB3L1 or control IgG together with 50 µl of protein A/G agarose beads. After centrifugation at 200×*g* for 5 min, the resulting supernatants were collected. The pelleted beads were washed for three times (10 min each time at 4°C) with 0.7 ml of buffer A, followed by suspension in 100 µl Laemmli sample buffer dissolved in buffer A. Immunoprecipitated material was eluted by boiling and collected following centrifugation. Supernatant and pellet fractions were then subjected to SDS/PAGE followed by immunoblot analysis.

### Microarray Analysis

Microarray analysis was performed exactly as previously described [18]. The result was deposited at Gene Expression Omnibus (GEO) with accession number GSE46024.

### Xbp1 splicing

Cells were harvested and RNA was extracted using the RNeasy Kit from Qiagen (Germantown, MD). First-strand cDNA was synthesized from the DNA-free RNA by using random hexamer primers and the ABI cDNA synthesis kit (Applied Biosystems, Grand Island, NY). Forward primer AAACAGAGTAGCAGCTCAGACTGC and reverse primer TCCTTCTGGGTAGACCTCTGGGAG were used to amplify XBP1 cDNA. Amplified products were separated on a 2% agarose gel and visualized under UV light.

### Ceramide measurement

Cells pooled from six 100-mm dishes were harvested for measurement of ceramide content by LC-MS analyses performed by UPLC-MS/MS at UT Southwestern Medical Center Mouse Metabolic Phenotyping Core exactly as previously described [3].

## Results

### Sustained activation of collagen synthesis requires RIP of CREB3L1

We used human A549 cells that have been established as a model system to study TGF-β-mediated signaling [19] to determine the effect of the cytokine on RIP of CREB3L1. For this purpose, we fractionated A549 cells into nuclear and membrane fractions, and used an antibody reacting against the NH_2_-terminal domain of CREB3L1 to examine the cleavage of CREB3L1 through immunoblot analysis. In the absence of TGF-β, CREB3L1 existed as the full length precursor (∼80 kDa) in membranes and the cleaved nuclear form of CREB3L1 (∼55 kDa) was undetectable (Fig. 1*A*, lane 1). The cleaved nuclear form appeared 8 h after the treatment with TGF-β, and its amount gradually increased with longer treatment up to 24 h (Fig. 1*A*, lanes 6–8). This cleavage was maintained in cells treated with TGF-β for 3 days (Fig. 1*B*). This slow but sustained response of TGF-β was in sharp contrast with TGF-β-stimulated phosphorylation of Smad2 and Smad3: Both proteins were phosphorylated within 1 h of the TGF-β treatment, but the phosphorylation was no longer detectable 4 h after the treatment (Fig. 1*C*).

**Figure 1:**
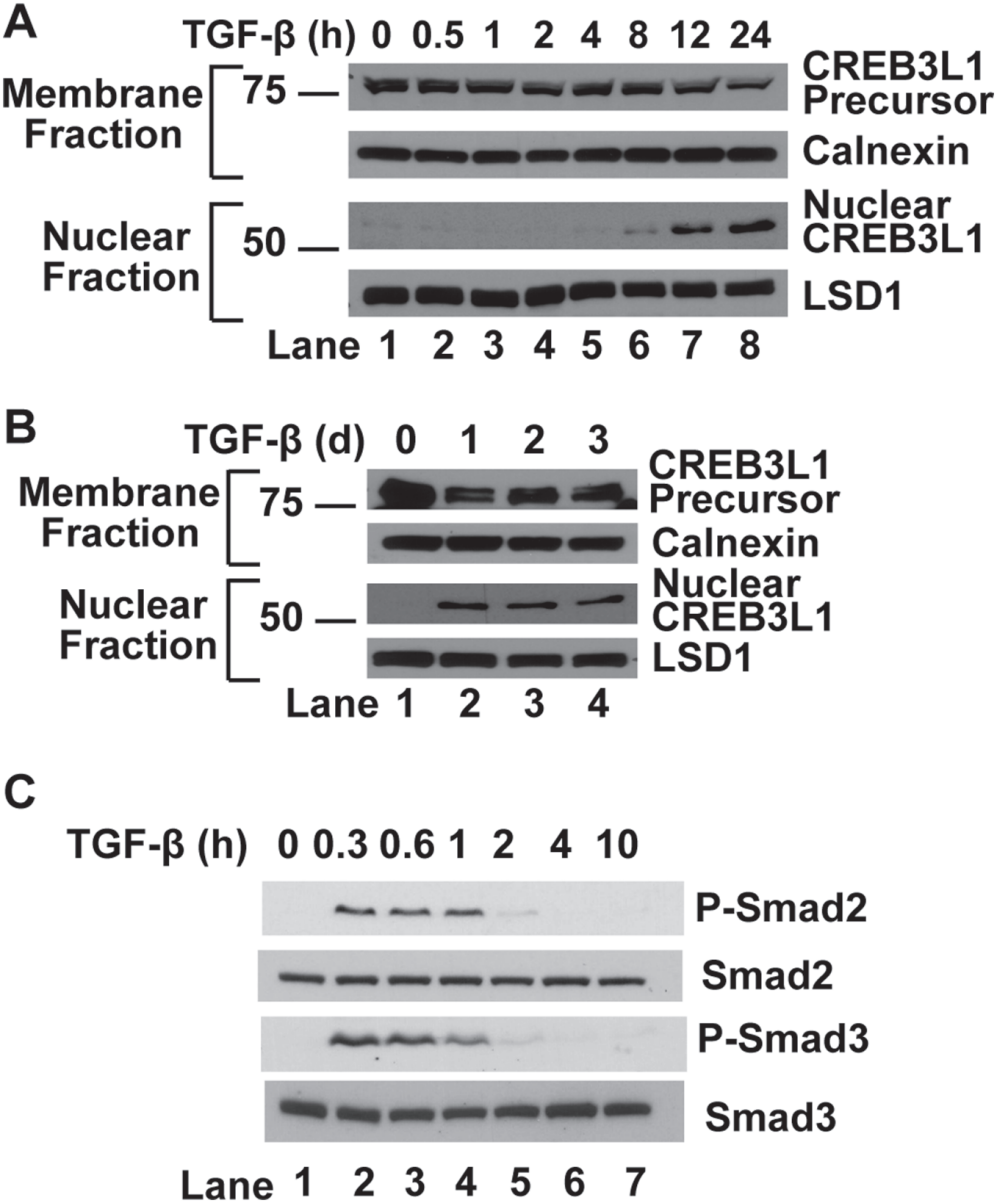
TGF-β induces RIP of CREB3L1. (*A–C*) On day 0, A549 cells were seeded at 4×10^5^ cells per 60-mm dish. On day 1, cells were treated with 1 ng/ml TGF-β for the indicated time. For treatment longer than 24 h, cells were changed to fresh medium containing TGF-β once every 24 h. (*A* and *B*) Cells were harvested and separated into nuclear and membrane fractions, and analyzed by immunoblot analysis with indicated antibodies. Immunoblot analysis with antibodies against calnexin and lysine-specific demethylase 1 (LSD1) served as loading controls for membrane and nuclear fractions, respectively. (*C*) Cell lysate was subjected to immunoblot analysis with indicated antibodies.

To determine the effect of CREB3L1 activation on TGF-β-induced transcription of genes involved in assembly of collagen matrix, we transfected cells with two duplexes of siRNA targeting different regions of CREB3L1 that knocked down expression of CREB3L1 by ∼80% and 60%, respectively (Fig. 2*A*). Consistent with the observation that TGF-β-induced RIP of CREB3L1 is a late response for the cytokine, knockdown of CREB3L1 expression by the siRNA only slightly inhibited activation of *COL1A1* transcription during the first 8 h of the treatment with TGF-β (Fig. 2*B*). While longer treatment with TGF-β further raised the amount of COL1A1 mRNA in cells transfected with the control siRNA (Figs. 2*B and C*, black line), such increase was blocked in cells transfected with the siRNA targeting CREB3L1 (Figs. 2*B and C*, red and blue lines). Knockdown of CREB3L1 also blocked TGF-β-activated transcription of *secreted protein acidic and rich in cysteine* (*SPARC*), a target gene of CREB3L1 [2] encoding a protein required for assembly of collagen extracellular matrix [20] (Fig. 2*D*). In contrast, TGF-β-mediated activation of *fibronectin* and suppression of *E-cadherin* transcription, two well-known effects of TGF-β [21], were not inhibited by knockdown of CREB3L1 (Figs. 2*E and F*). In fact, knockdown of CREB3L1 slightly increased the amount of fibronectin mRNA in response to TGF-β treatment (Figs. 2*E*). These results suggest that CREB3L1 is specifically required for TGF-β to activate genes involved in assembly of collagen extracellular matrix.

**Figure 2:**
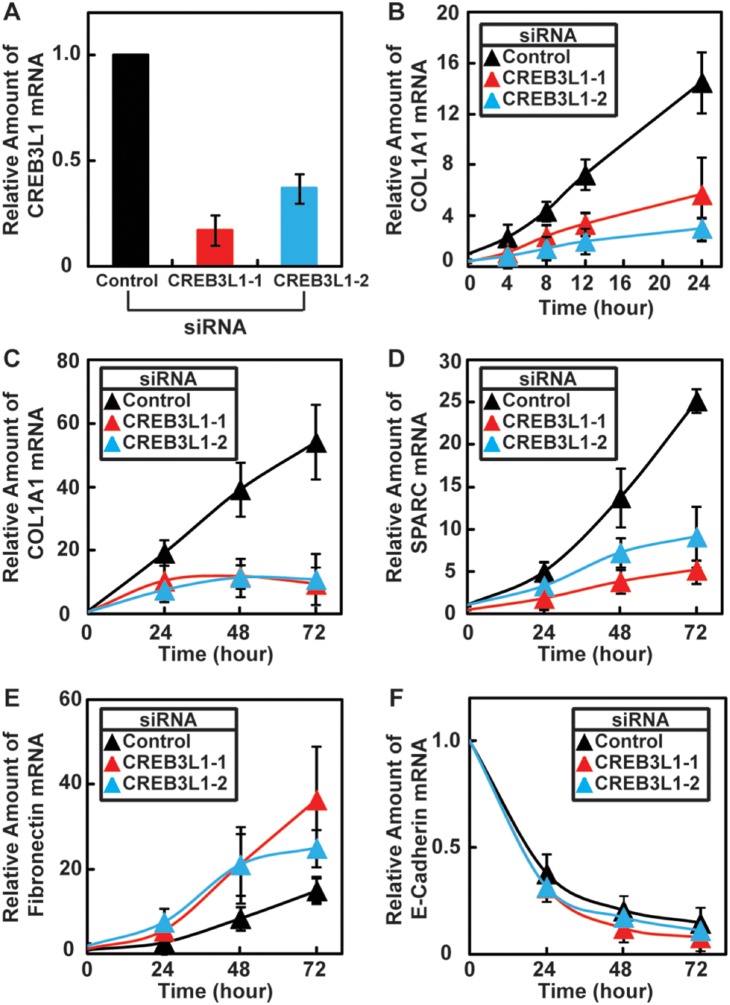
Sustained induction of collagen synthesis by TGF-β requires CREB3L1. (A–F) On day 0, A549 cells were seeded at 1×10^5^ cells per 60 mm dish. On day 1, the cells were transfected with indicted siRNAs. (A) On day 3, cells were harvested for quantification of CREB3L1 mRNA by real time-quantitative PCR (RT-QPCR). The amount of the mRNA in cells transfected with the control siRNA is set to 1. (B–F) On day 3, cells were treated with 0.5 ng/ml TGF-β for the indicated time as described in Fig. 1. Cells were then harvested for quantification of indicated mRNA through RT-QPCR. The amount of the indicated mRNA in cells transfected with the control siRNA immediately before the TGF-β treatment is set to 1. (A–F) Results are reported as mean ± S.E.M. of three independent experiments.

### Nuclear CREB3L1 forms a complex with Smad4 to activate target genes

We then determined the relationship between signal transduction mediated by Smad proteins and RIP of CREB3L1. For this purpose, we transfected cells with two duplexes of siRNA targeting different regions of Smad4, the common Smad protein that is required for both Smad2 and Smad3 to regulate transcription of their target genes [8]. Such treatment knocked down expression of Smad4 by more than 80% (Fig. 3*A*). Surprisingly, knockdown of Smad4 had no effect on TGF-β-induced cleavage of CREB3L1 (Fig. 3*B*), even though it completely blocked TGF-β-activated transcription of *COL1A1* and *SPARC* (Figs. 3*C and D*). These results suggest that in the absence of Smad4, nuclear CREB3L1 is unable to activate its target genes. A likely explanation for the observation is that Smad4 could bind to nuclear CREB3L1 to serve as a transcriptional co-activator to stimulate transcription of genes activated by nuclear CREB3L1. To test this hypothesis, we performed a co-immunoprecipitation experiment to determine whether Smad4 forms a complex with nuclear CREB3L1. We immunoprecipitated nuclear CREB3L1 with an antibody against the protein. Nearly all nuclear CREB3L1 was precipitated by this antibody because the protein was depleted from the supernatant fraction of the immunoprecipitation carried out by anti-CREB3L1 but not a control antibody (Fig. 3*E*, the lower panel). We were unable to show nuclear CREB3L1 in the immunoprecipitates because the protein co-migrated with the heavy chain of IgG. Smad4 was only found in the pellet fraction of immunoprecipitation carried out by anti-CREB3L1 in lysate of cells treated with TGF-β (Fig. 3*E*, lane 4, upper panel), which stimulated production of nuclear CREB3L1 (Fig. 3*E*, lane 2, lower panel). This result suggests that Smad4 is in complex with nuclear CREB3L1.

**Figure 3:**
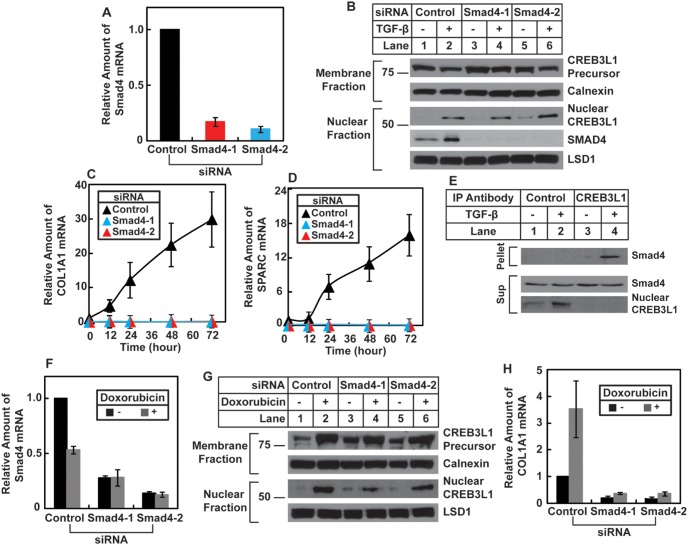
Smad4 is a co-factor for CREB3L1 to induce transcription of *COL1A1* and *SPARC*. (*A*) Quantification of Smad4 mRNA through RT-QPCR following transfection of indicated siRNA was performed as described in Fig. 2*A*. (*B*) On day 0, A549 cells were seeded at 1×10^5^ cells per 60 mm dish. On day 1, the cells were transfected with indicted siRNAs. On day 3, cells were treated with or without 1 ng/ml TGF-β. On day 4, 24 h after the treatment, cells were harvested and analyzed as in Fig. 1*A*. (*C–D*) Quantification of the indicated mRNA following transfection with the indicated siRNA and treatment with TGF-β for the indicated time was performed as described in Fig. 2*C*. (*E*) On day 0, A549 cells were seeded at 4×10^5^ cells per 60 mm dish. On day 1, cells were treated with or without 1 ng/ml TGF-β. On day 2, 24 h after the treatment, cells were harvested. Cell lysates were subjected to immunoprecipitation with the indicated antibodies. The immunoprecipitates (pellet) from 2 dishes of the cells and supernatant (sup) from 0.7 dishes of the cells were analyzed by immunoblot analysis with the indicated antibodies. (*F–H*) On day 0, Huh7 cells were seeded at 5×10^4^ cells per 60 mm dish. On day 1, cells were transfected with indicted siRNAs. On day 3, cells were treated with or without 500 nM doxorubicin. (*F and H*) On day 4, 24 h after the treatment, cells were harvested for quantification of indicated mRNA by RT-QPCR. The amount of the mRNA in cells that were not treated with doxorubicin and transfected with the control siRNA is set to 1. (*G*) On day 4, 24 h after the treatment, cells were harvested and RIP of CREB3L1 was analyzed as described in Fig. 1*A*. (*A, C, D, F and H*) Results are reported as mean ± S.E.M. of three independent experiments.

To further determine the role of Smad4 on transcriptional activity of nuclear CREB3L1, we examined the requirement of Smad4 on doxorubicin-induced transcription of *COL1A1*, a reaction known to be driven by nuclear CREB3L1 [3]. For this purpose, we knocked down Smad4 in Huh7 cells by siRNA (Fig. 3*F*). Knockdown of Smad4 did not affect doxorubicin-induced RIP of CREB3L1 (Fig. 3*G*) but it significantly inhibited doxorubicin-induced synthesis of COL1A1 mRNA (Fig. 3 *H*). Thus, Smad4 appears to be a co-activator for nuclear CREB3L1 to induce transcription of *COL1A1* in multiple systems.

### TGF-β induces RIP of CREB3L1 by inhibiting expression of TM4SF20

We then determined the mechanism through which TGF-β induces RIP of CREB3L1. Previous studies showed that ER stress triggered RIP of CREB3L1 [1], [4]. However, ER stress does not appear to be involved in TGF-β-induced cleavage of CREB3L1, as TGF-β did not induce splicing of XBP-1 (Fig. S1 *A*), a marker for ER stress [22]. Our previous work demonstrated that doxorubicin stimulated RIP of CREB3L1 through activation of ceramide synthesis [3]. Nevertheless, mass spectroscopy analysis indicated that TGF-β did not enhance production of ceramide (Fig. S1 *B*).

Since it took 12 h for TGF-β to induce significant cleavage of CREB3L1 (Fig. 1*A*), we suspected that TGF-β may induce RIP of CREB3L1 by regulating expression of certain genes. 

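A549 cells, a human lung carcinoma line, were cultured with or without 1 ng/ml TGF-β for 12 h. RNA from each culture was hybridized to an Affymetrix expression array. There was 1 control array and 1 TGF-β array, so the differences have no replicate check, no p-value can be given, and the number of arrays limits the precision. The signals deposited by the authors were made with MAS5, the Affymetrix algorithm that combines the probe pairs of a probe set into a single intensity on a linear scale. Both arrays held 54675 probe sets, and the mean signal after trimming 2% of the values at each end was 500 on each array. The median signal was 51.0 on the control array and 49.3 on the TGF-β array. The signals were used without further scaling, and a fold change is the signal with TGF-β over the signal without it. Probe sets for RNA spiked into the hybridization differed little between the arrays, with a median log2 ratio of 0.14 over 18 probe sets. The ratio of 3′ to 5′ signals of GAPDH, which falls with intact RNA, was 0.945 in the control and 0.957 with TGF-β, and that of ACTB was 1.98 and 1.83. The background was taken from 27 probe sets for transcripts of Bacillus subtilis, the highest of which read 45.8 on the control array and 56.6 on the TGF-β array. This level was chosen after the signals had been seen. Where the dimmer of 2 signals was at or under it, the fold was computed against the background level and is given as at least that size. A probe set was kept when the mean of its 2 signals was at least 48.7, the median over all probe sets, and a gene was represented by its brightest kept probe set, which left 12375 genes. A gene was called higher or lower when its signals differed by at least 2-fold, which is a rule of size and not a test. The spread of the log2 fold changes over probe sets of similar brightness was 0.54 among the 3093 dimmest genes and 0.21 among the 3094 brightest.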

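After 12 h with TGF-β, genes of the extracellular matrix were among those more than 5-fold higher. The signal of COL1A1, which encodes a chain of type I collagen, went from 821 to 10680, a 13.0-fold increase. CCN2, the connective tissue growth factor, was 9.69-fold higher, the matrix glycoprotein thrombospondin 1 (THBS1) 5.85-fold and the proteoglycan SPOCK1 5.41-fold. Of 21 measured collagen genes, 9 were higher and none was lower, and 8 of the 9 rises stayed at or above 2-fold when signals under the background were raised to it. COL4A1 and COL4A2, the chains of basement membrane collagen, were 4.05-fold and 2.48-fold higher, and another probe set of COL4A1 rose 2.07-fold. COL5A1, a chain of type V collagen, went from 113 to 458, a 4.06-fold rise, another of its probe sets gave 3.14-fold, and its dimmest went from the background to 132. The median log2 fold change of the collagen genes was 0.56, above all medians of 10000 random lists of equal size and brightness. Of 26 measured genes known to respond to Smad proteins, 14 were higher, among them PMEPA1 at 3.79-fold and SMAD7, a feedback inhibitor of the pathway, at 2.06-fold. In this list ID2 alone was lower, with a signal of 1453 without TGF-β and 408 with it. The list's median log2 fold change was 1.07, again above all random lists. The collagen list holds COL1A1 and the Smad list CCN2, both genes of Table S1, which the study drew from these arrays. Among secreted regulators, ANGPTL4, an inhibitor of lipoprotein lipase, was 25.7-fold higher, interleukin 11 (IL11) 6.31-fold, and FGF1, a fibroblast growth factor, at least 9.01-fold. Of 32 measured genes of the actin cytoskeleton, 7 were higher, among them the small GTPase RHOU at 7.03-fold, LMCD1 at 4.95-fold and the formin DAAM1 at 4.31-fold, 1 was lower and 24 were neither. The lower one, ACTG2, had a TGF-β signal at background, with a fall of at least 1.45-fold. It did not reach 2-fold when the arrays were rescaled by medians, quantiles or loess. LCE3D was 19.2-fold higher, RASGRP1 8.74-fold, LBH 7.53-fold, NAV2 7.06-fold, the transcription factor MAF 6.10-fold, TRIM9 5.93-fold and TUFT1 5.51-fold. CAVIN2, a protein of caveolae that was named SDPR before, was at least 6.08-fold lower. By the median over probe sets COL1A1 was 5.91-fold, THBS1 3.49-fold and NAV2 3.10-fold higher. By the brightest probe set not marked as sharing targets, THBS1 was 2.80-fold higher, from 70.0 to 196, and LMCD1 10.6-fold. Another LMCD1 probe set without that mark rose only 1.80-fold, from 92.4 to 166. By the probe set of largest change MAF was 11.0-fold higher. With 50 added to every signal LCE3D was 12.0-fold, RASGRP1 5.16-fold, TRIM9 4.82-fold, SPOCK1 4.45-fold and FGF1 5.14-fold higher, and CAVIN2 4.40-fold lower.
Across the 12375 genes, 487 were at least 2-fold higher and 366 were at least 2-fold lower. At 2-fold, too, the excess of rises turned to an excess of falls when all probe sets were kept. More than 5-fold, 77 genes were higher and 37 were lower. In 79 of these 114 genes the dimmer signal was at background. Both signals were above background in 31 of the genes that were more than 5-fold higher and in 4 of those that were more than 5-fold lower. The total depended on how dim signals were treated, and it was 32 (29 higher, 3 lower) when only probe sets with a mean signal of at least 349 were kept and 1421 (647 higher, 774 lower) when all were kept, so the excess of rises turned without a filter.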

Microarray analysis revealed that TGF-β altered expression of 25 genes by more than 5 folds during this period of time (Table S1). Since proteins regulating cleavage of SREBPs, the best studied RIP substrates, are all transmembrane proteins [23], we hypothesized that the protein regulating cleavage of CREB3L1 may be a transmembrane protein as well. Among the 25 genes in the list, 5 of them encoded proteins known or predicted to be transmembrane proteins according to the gene database in the National Center for Biotechnology Information (NCBI) (Table S1). Among these proteins, claudin 4 (CLDN4), cholinergic receptor nicotinic α9 (CHRNA9), and ADAM metallopeptidase domain 19 (ADAM19) are known to be located and functioning in plasma membranes [24]–[26]. 

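ADAM19, CLDN4, CHRNA9 and LRRC8C were higher with TGF-β and TM4SF20 was lower. Among 11513 genes with both signals above background, ADAM19 had the rise ranked 2, CHRNA9 the rise ranked 8 and LRRC8C the rise ranked 262, and TM4SF20 had the fall ranked 4. Each gene was ranked by its brightest probe set. For LRRC8C that probe set rose 2.18-fold, while the probe set of the accession in Table S1, which was not ranked, rose 4.41-fold. CLDN4 was not ranked because its control signal was at background. CAVIN2, at least 6.08-fold lower, was not ranked because its TGF-β signal was at background. Among all 12375 genes, those with signals at background included, the fall of TM4SF20 ranked 34. Of the 25 genes of Table S1, 23 were measured and 2 were not analysed here. All 21 measured genes listed as upregulated were at least 2-fold higher and 18 were more than 5-fold higher, while both genes listed as downregulated were more than 5-fold lower. Because the study drew this list from the same arrays, the counts are not independent evidence of its direction.

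**Figure D1:**
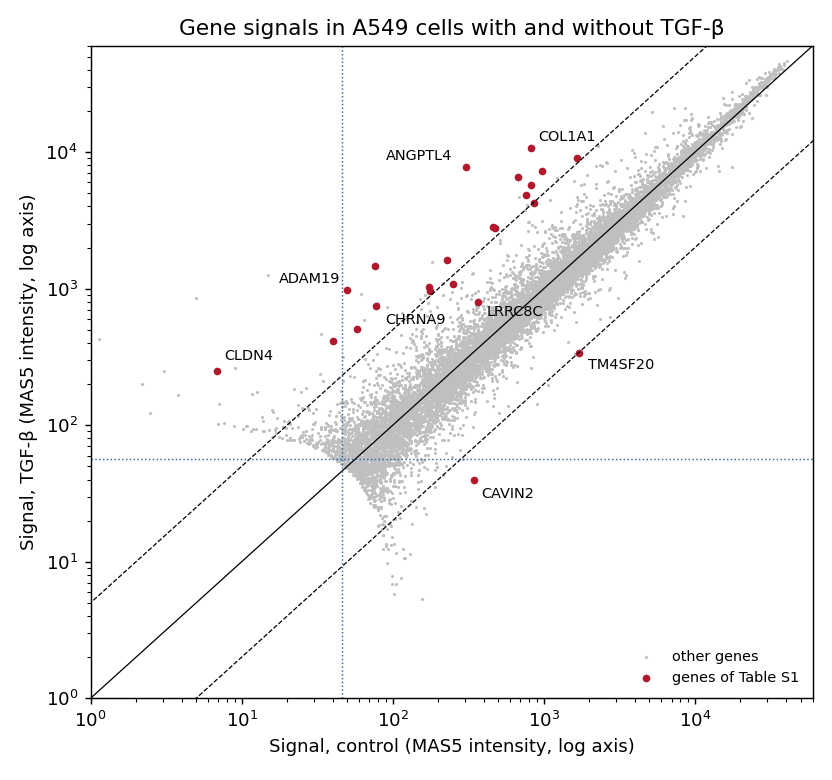
Signals of 12375 genes in A549 cells without TGF-β (x axis) and with TGF-β (y axis), as MAS5 intensities on log axes. Red points are the 23 measured genes of Table S1, the solid line marks equal signals, dashed lines mark a 5-fold difference, and dotted lines mark the background level of 45.8 for the control and 56.6 for TGF-β. TM4SF20 lies at the lower 5-fold line, LRRC8C between the 5-fold lines, and CLDN4 left of the control background.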

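ADAM19, a membrane-anchored metalloprotease, had a signal of 50.1 in untreated cells, just above background, and 971 after TGF-β, a 19.4-fold increase. ADAM9, ADAM10, ADAM12 and ADAM17 each differed by less than 2-fold, and ADAM17 read 3212 without TGF-β and 2422 with it. CHRNA9, a subunit of the nicotinic acetylcholine receptor, went from 77.4 to 742, which is 9.60-fold higher. With 50 added to every signal the rises were 10.2-fold for ADAM19 and 6.22-fold for CHRNA9. CLDN4, a claudin of tight junctions, read 6.91 in the control, below the background level, and 248 with TGF-β, so the rise was at least 5.42-fold. When signals under the median of their array were raised to that median, the log2 fold change of CLDN4 was 2.28, which is less than 5-fold. CLDN2, another claudin, read 2592 in the control and 1743 with TGF-β, a change of less than 2-fold. Of 26 measured epithelial genes, 3 were higher, including CLDN4 and the junction protein plakoglobin (JUP) at 2.19-fold, 3 were lower and 20 were neither, and 1 of the 3 falls rested on a signal at background. The rises of CLDN4 and OVOL2 also rested on control signals at background, with OVOL2 at least 2.27-fold higher. The median log2 fold change of the epithelial genes was 0.00, at percentile 64.3 of the random lists.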

Since previous studies demonstrated that membrane proteins localized in the ER and Golgi regulated RIP mediated by S1P and S2P [23], we believe that these plasma membrane proteins are unlikely to be involved in regulating RIP of CREB3L1. We thus focused our attention on the remaining 2 genes, namely leucine rich repeat containing 8 family member C (LRRC8C) and TM4SF20 (Table S1). 

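TM4SF20 was measured by a single probe set, whose signal was 1715 in untreated cells and 339 after TGF-β. The fall left 19.8% of the control signal, which is 5.05-fold lower, with a log2 fold change of -2.34. The spread of log2 fold changes at this brightness was 0.29. With 50 added to every signal the TM4SF20 log2 fold change was -2.18, and with the arrays scaled to equal medians or by loess it was -2.29, all of which are less than 5-fold. Of 5 measured genes of the L6 family, to which TM4SF20 belongs, only TM4SF20, which the study chose on these arrays, passed 2-fold. TM4SF4 read 5107 without TGF-β and 3447 with it, and TM4SF1 read 27659 and 29597. LRRC8C, a subunit of volume-regulated anion channels, had 5 probe sets. The brightest went from 366 to 800, a 2.18-fold rise with a log2 fold change of 1.13. The second had almost the same signal with TGF-β but 182 without it, a 4.41-fold rise. A further probe set rose 3.25-fold, from 70.4 to 229, another went from the background to 97.1, and the last was below background on both arrays. Among the 5 measured genes of the LRRC8 family only LRRC8C, also chosen on these arrays, passed 2-fold. LRRC8A read 1910 without TGF-β and 2575 with it. The paper sets aside the 3 proteins of the plasma membrane on the ground that known regulators of proteolysis by S1P and S2P reside in the ER and Golgi, and takes LRRC8C and TM4SF20 forward.

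**Figure D2:**
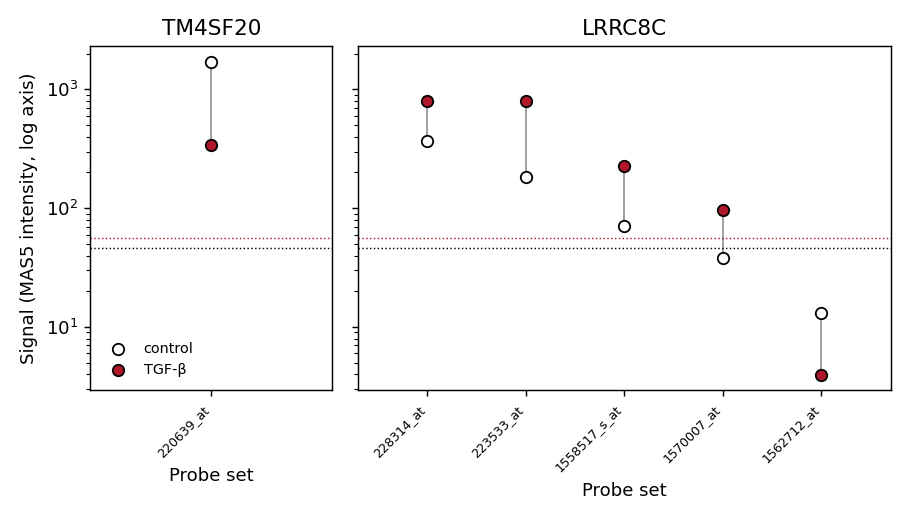
Signals of each probe set of TM4SF20 (left) and LRRC8C (right) without TGF-β (open points) and with TGF-β (red points), as MAS5 intensities on a log axis. Each point is 1 array, and dotted lines mark the background level of the control array (black, 45.8) and of the TGF-β array (red, 56.6). The only TM4SF20 probe set fell from 1715 to 339, and 4 of the 5 LRRC8C probe sets were higher with TGF-β.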

Inasmuch as TGF-β-induced cleavage of CREB3L1 is Smad4-independent (Fig. 3*B*), we reasoned that Smad4 should also not be required for TGF-β to alter expression of genes encoding proteins regulating cleavage of CREB3L1. While knocking down Smad4 significantly inhibited activation of LRRC8C expression by TGF-β (Fig. S1 *C*), such treatment did not prevent TGF-β from inhibiting expression of TM4SF20 (Fig. 4*A*). Similar to a slow but sustained induction of RIP of CREB3L1 by TGF-β, it took 24 h for TGF-β to suppress expression of TM4SF20 by more than 80%, and this suppression lasted for 3 days after the treatment with the cytokine (Fig. 4*B*).

**Figure 4:**
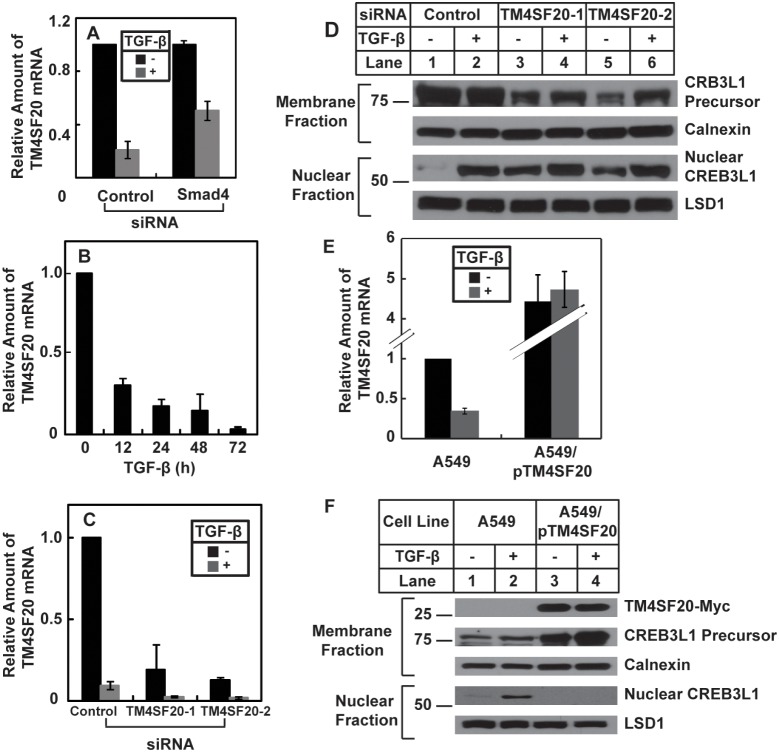
TGF-β induces CREB3L1 cleavage by inhibiting expression of TM4SF20. (*A*) On day 0, A549 cells were seeded at 1×10^5^ cells per 60 mm dish. On day 1, the cells were transfected with indicted siRNAs. On day 3, cells were treated with or without 1 ng/ml TGF-β for 12 h. cells were then harvested for quantification of TM4SF20 mRNA by RT-QPCR. The amount of the mRNA in cells that were not treated with TGF-β and transfected with the control siRNA is set to 1. (*B*) On day 0, A549 cells were seeded at 4×10^5^ cells per 60 mm dish. On day 1, the cells were treated with 1 ng/ml TGF-β for the indicated time. Cells were then harvested for quantification of TM4SF20 mRNA by RT-QPCR. The amount of the mRNA in cells immediately before the TGF-β treatment is set to 1. (*C and D*) On day 0, A549 cells were seeded at 1×10^5^ cells per 60 mm dish. On day 1, the cells were transfected with indicted siRNAs. On day 3, cells were treated with or without 1 ng/ml TGF-β. On day 4, 24 h after the treatment, cells were harvested for quantification of TM4SF20 mRNA as described in *A* (*C*), and analysis of RIP of CREB3L1 as described in Fig. 1*A* (*D*). (*E and F*) On day 0, A549 and A549/pTM4SF20 cells were seeded at 4×10^5^ cells per 60 mm dish. On day 1, cells were treated with or without 1 ng/ml TGF-β. On day 2, 24 h after the treatment, cells were harvested for quantification of TM4SF20 mRNA by RT-QPCR, with the amount of the mRNA in A549 cells that were not treated with TGF-β set to 1 (*E*), and analysis of RIP of CREB3L1 as described in Fig. 1*A* (*F*). (*A–G*) Bar graphs are reported as mean ± S.E.M. of three independent experiments.

TM4SF20, a protein that has never been characterized before, belongs to a family of membrane proteins that contain four transmembrane domains [27]. The results shown above suggest that TM4SF20 may act as an inhibitor for RIP of CREB3L1. If this is the case, then CREB3L1 is expected to be constitutively cleaved in cells in which expression of TM4SF20 is inhibited. To test this hypothesis, we transfected cells with two siRNA targeting different regions of TM4SF20. This treatment reduced the amount of the mRNA in cells that were not treated with TGF-β to the level similar to that in control siRNA-transfected cells treated with the cytokine (Fig. 4*C*). Correlating with the reduction in TM4SF20 expression, CREB3L1 was cleaved even in the absence of TGF-β in cells transfected with the siRNA targeting TM4SF20 (Fig. 4*D*, lanes 3 and 5) but not those transfected with the control siRNA (Fig. 4*D*, lane 1). This result suggests that TGF-β stimulates RIP of CREB3L1 through inhibition of *TM4SF20* expression. If this is the case, then overexpression of TM4SF20 should prevent TGF-β from inducing cleavage of CREB3L1. To test this hypothesis, a plasmid encoding myc epitope-tagged TM4SF20 was stably transfected into A549 cells to produce A549/pTM4SF20 cells. While TGF-β reduced expression of endogenous *TM4SF20* in parental A549 cells, it had no effect on expression of stably transfected *TM4SF20* in A549/pTM4SF20 cells (Fig. 4*E*). Consequently, cleavage of CREB3L1 in these cells was not activated by TGF-β (Fig. 4*F*).

### TGF-β stimulates RIP of CREB3L1 through activation of ERKs

ERK activation has been implicated in pathological events of diseases caused by over-activation of the TGF-β-mediated signaling pathway [12]. We thus investigated whether TGF-β inhibited expression of *TM4SF20* and stimulated the resultant RIP of CREB3L1 through ERK activation. Similar to CREB3L1 cleavage, TGF-β-induced activation of ERKs through phosphorylation was a slow but sustained response (Fig. 5*A*). Treatment with RDEA119 and PD0325901, two specific inhibitors of mitogen-activated protein kinase kinase (MEK) that phosphorylates and activates ERKs [28], [29], markedly inhibited TGF-β-induced phosphorylation of ERKs (Fig. 5*B*). Correlating to their effect on ERK phosphorylation, the compounds significantly attenuated the inhibition of *TM4SF20* expression induced by TGF-β (Fig. 5*C*). As a result, cleavage of CREB3L1 in cells treated with the compounds was no longer activated by TGF-β (Fig. 5*D*).

**Figure 5:**
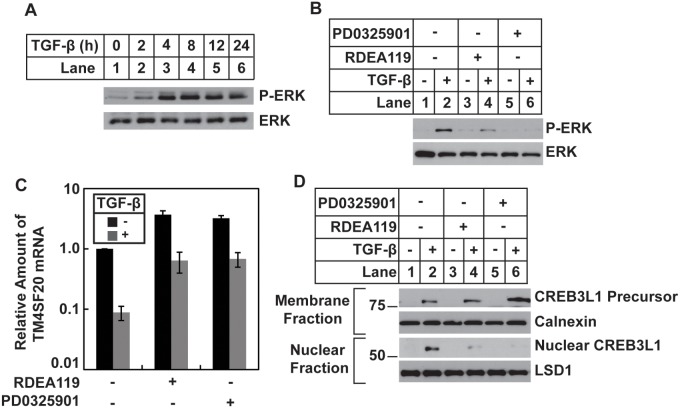
TGF-β induces cleavage of CREB3L1 through activation of ERKs. (*A*) A549 cells were set up, treated, and analyzed with immunoblot with indicated antibodies as described in Fig. 1*C*. (*B–D*) On day 0, A549 cells were seeded at 4×10^5^ cells per 60 mm dish. On day 1, cells were treated with 0.5 µM RDEA119 or PD0325901 for 3 h followed by treatment with 1 ng/ml TGF-β as indicated. On day 2, 24 h after the TGF-β treatment, cells were harvested for immunoblot analysis with indicated antibodies (*B and D*) and quantification of TM4SF20 mRNA with RT-QPCR, with the amount of the mRNA in untreated cells set to 1 (Results are reported as mean ± S.E.M. of three independent experiments) (*C*).

### Accession Numbers

The microarray result was deposited at Gene Expression Omnibus (GEO) with accession number GSE46024.

## Discussion

The results presented above support the model shown in Fig. 6. In the absence of TGF-β, Smad2 and Smad3 are inactive, and proteolytic activation of CREB3L1 is blocked by TM4SF20. Thus, transcription of genes involved in assembly of the collagen extracellular matrix is not induced. Immediately after exposure of cells to TGF-β, Smad2 and Smad3 are activated by phosphorylation, and they form a complex with Smad4 to activate transcription of genes required for assembly of collagen matrix. TGF-β also activates ERKs through phosphorylation, thereby inhibiting *TM4SF20* expression. Chronic exposure of the cells to TGF-β leads to deactivation of Smad2 and Smad3, as phosphorylation of these proteins is short-lived. In contrast, phosphorylation of ERKs is a long-lasting event that leads to prolonged inhibition of *TM4SF20* expression. Owing to depletion of TM4SF20, RIP of CREB3L1 proceeds and this cleavage releases the NH_2_-terminal domain of CREB3L1 from membranes, allowing it to enter the nucleus where it binds to Smad4 to maintain the activation of transcription of genes required for synthesis of extracellular collagen matrix.

**Figure 6:**
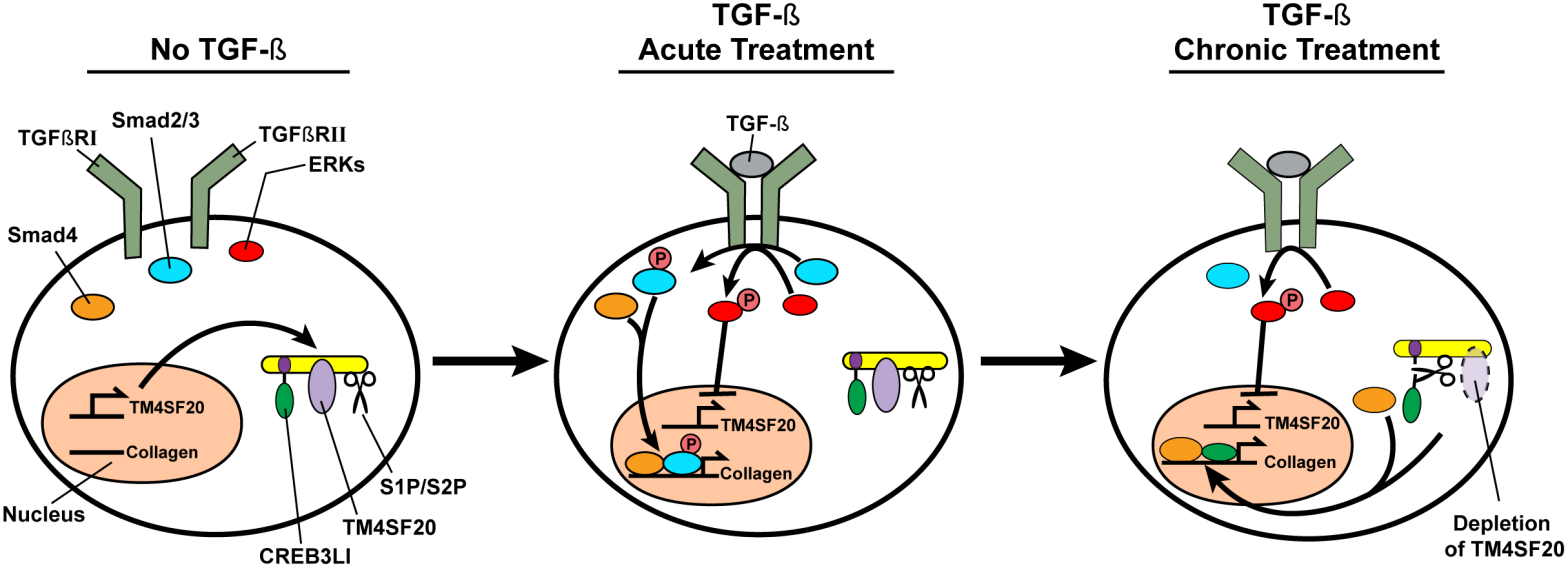
A model illustrating the role of CREB3L1 in TGF-β-induced collagen synthesis. In the absence of TGF-β, Smad2 and Smad3 (Smad2/3) are not phosphorylated. RIP of CREB3L1 is blocked by TM4SF20. In the absence of activation of these transcription factors, expression of collagen is not induced. Acute exposure of cells to TGF-β results in heterodimerization of two TGF-β receptors, namely TGFβRI and TGFβRII. Consequently, Smad2/3 are phosphorylated by the activated receptor, allowing them to form a complex with Smad4 to drive transcription of collagen. TGF-β treatment also leads to phosphorylation of ERKs, which in turn inhibit transcription of TM4SF20. In cells chronically exposed to TGF-β, the amount of phosphorylated Smad2/3 is drastically reduced. Owing to depletion of TM4SF20, CREB3L1 is cleaved by S1P and S2P. This cleavage releases the NH_2_-terminal domain of CREB3L1 from membranes, allowing it to form a complex with Smad4 to continue activating transcription of collagen.

The current study was motivated by an earlier observation that BMP2 stimulates RIP of CREB3L1 to produce collagen in osteoblasts [1]. Although BMP2 and TGF-β belong to the same family of cytokines that signal through Smad proteins [8], the mechanism through which these cytokines induce RIP of CREB3L1 may not be the same: Unlike TGF-β, BMP2 appears to induce cleavage of CREB3L1 through ER stress [1]. BMP2 also takes a much longer time (∼7 days) [1] to induce cleavage of CREB3L1 than that required for TGF-β to induce the same cleavage (∼12 h).

In contrast to the well-established canonical TGF-β signaling pathway mediated by Smad proteins, the functional significance of Smad-independent non-canonical signaling pathways including the ERK pathway has been unclear [8]. The ERK-mediated pathway was reported to contribute to aortic aneurysm progression in a mouse model of Marfan syndrome caused by excessive TGF-β signaling, but the underlying mechanism was not identified [12], [30]. In the current study we demonstrate that activation of ERKs is necessary for TGF-β to inhibit expression of *TM4SF20*, a reaction required to activate RIP of CREB3L1. Interestingly, nuclear CREB3L1 produced through the RIP reaction requires Smad4 as a co-activator. Thus, the canonical and the non-canonical signaling pathways of TGF-β are both required to induce prolonged collagen synthesis.

In addition to inducing genes involved in assembly of collagen matrix, nuclear CREB3L1 also activates genes that suppress cell proliferation, including p21 [2], [3]. Interestingly, TGF-β was originally discovered as a cytokine that inhibited proliferation of certain cells [31]. Considering together, these data raise the possibility that TGF-β suppresses proliferation of certain cells by stimulating RIP of CREB3L1. However, malignant tumor cells frequently become resistant to the anti-proliferative action of TGF-β [8], [31]. The A549 cells used in the current study are resistant to the growth-inhibiting action of TGF-β, but they remain sensitive to the collagen-inducing action of the cytokine. A possible explanation for this discrepancy is that the co-activator required for CREB3L1 to activate transcription of anti-proliferative genes is different from that required to activate genes involved in assembly of collagen matrix. Our current and previous studies [2] demonstrate that nuclear CREB3L1 is necessary but not sufficient to induce its target genes. In the current study we identify Smad4 as a co-activator that is required for nuclear CREB3L1 to induce genes involved in assembly of collagen extracellular matrix. We have yet to identify the co-activator required for nuclear CREB3L1 to stimulate genes involved in suppression of cell proliferation. The selective inactivation of the anti-proliferative co-activator still enables the cancer cells to produce collagen extracellular matrix. This may be beneficial to the tumor cells as excess production of the matrix has been reported to facilitate tumor metastasis and resistance to chemotherapy [32].

The current study demonstrates that RIP of CREB3L1 is specifically required for TGF-β to chronically induce transcription of genes involved in assembly of collagen extracellular matrix. This specific requirement makes RIP of CREB3L1 a possible drug target to treat fibrotic disease, which is caused by chronic deposition of excess collagen matrix on tissue surface [33]. It will be interesting to determine whether compounds blocking RIP of CREB3L1 such as those inhibiting S1P [34], [35] are effective in treating fibrotic diseases.

## Supporting Information

Figure S1 **TGF-β induces RIP of CREB3L1 independent of ER stress and ceramide production. Related to** **Figure 4** **.** (A) A549 cells treated with 1 ng/ml TGF-β for the indicated time or 1 µM thapsigargin (as a positive control to stimulate ER stress) for 4 h were harvested for analysis of Xbp1 splicing through RT-PCR as described in Experimental Procedure. U and S denote unspliced and spliced Xbp1, respectively. (B) A549 cells treated with or without 3 ng/ml TGF-β for 24 h were harvested for ceramide analysis as described in Experimental Procedure. The amount of ceramide with indicated amide-linked fatty acids was presented.
(TIF) Click here for additional data file.

Table S1 **TGF-β-regulated genes. Related to** **Figure 4** **.** A549 cells treated with 1 ng/ml TGF-β for 12 h were harvested for microarray analysis. Genes whose expression was altered by TGF-β by more than 5 folds were listed with their NCBI nucleotide accession numbers. Genes encoding transmembrane proteins were highlighted in red. Among the highlighted genes, those encoding proteins that had not been confirmed to localize on plasma membranes were underlined.
(DOC) Click here for additional data file.

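The folds given here are ratios of 2 array signals, TGF-β over control for upregulated genes and control over TGF-β for downregulated genes, and each rests on 1 measurement per condition. The paper's text does not name how the listed folds were computed. The list gives an accession beside each gene, and the platform annotation gives accessions for probe sets, of which a gene can have several of different brightness. For 21 of the 23 measured genes, a kept probe set carried the listed accession, and for 5 of these it was not the brightest probe set of the gene. By accession, ANGPTL4 was 28.1-fold higher, MAF 8.52-fold and RHOU 7.54-fold. For COL1A1 the probe set of the listed accession gave a rise of 5.44-fold, from 91.2 to 496, and a probe set with an untreated signal at background read 144 with TGF-β. A further COL1A1 probe set, which can also bind other transcripts, changed little, from 243 to 284. The other COL1A1 probe sets, including the brightest at 13.0-fold, were also treated as sharing targets. Their names end in _s_at, while only the probe set that changed little ends in _x_at. The median fold of the 23 measured genes was 6.31 by brightest probe set with the 3 genes at background taken at their bound, and 7.06 with their ratios as deposited, and the paper's listed folds for the same genes have a median of 6.77.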

# Supplementary material for: Sustained Induction of Collagen Synthesis by TGF-β Requires Regulated Intramembrane Proteolysis of CREB3L1
**Source:** PLoS One. 2014 Oct 13;9(10):e108528. doi: 10.1371/journal.pone.0108528
**Supplement:** Table S1 — TGF-β-regulated genes. Related to Figure 4 . A549 cells treated with 1 ng/ml TGF-β for 12 h were harvested for microarray analysis. Genes whose expression was altered by TGF-β by more than 5 folds were listed with their NCBI nucleotide accession numbers. Genes encoding transmembrane proteins were highlighted in red. Among the highlighted genes, those encoding proteins that had not been confirmed to localize on plasma membranes were underlined.

**Table S1. TGF-β-regulated genes.**

|  |  |  |
| --- | --- | --- |
| Genes Upregulated | Accession # | Fold of Change |
| ADAM19 | Y13786 | 18.14 |
| LAMC2 | NM_018891 | 17.83 |
| CHRNA9 | NM_017581 | 13.95 |
| LCE3D | AB048288 | 13.61 |
| ANGPTL4 | AF169312 | 13.59 |
| COL1A1 | K01228 | 12.32 |
| SERPINE1 | NM_000602 | 9.75 |
| MAF | AF055376 | 8.81 |
| CTGF | M92934 | 8.36 |
| RASGRP1 | NM_005739 | 7.74 |
| CLDN4 | NM_001305 | 7.73 |
| LBH | NM_030915 | 7.31 |
| SPOCK1 | AF231124 | 6.77 |
| RHOU | AB051826 | 6.67 |
| IL11 | NM_000641 | 6.54 |
| THBS1 | NM_003246 | 6.01 |
| TRIM9 | AF220036 | 5.71 |
| NAV2 | NM_018162 | 5.65 |
| FGF1 | X59065 | 5.51 |
| LRRC8C | AL136919 | 5.43 |
| LMCD1 | NM_014583 | 5.38 |
| DAAM1 | AK021890 | 5.25 |
| TUFT1 | NM_020127 | 5.05 |
|  |  |  |
| Genes Downregulated | Accession # | Fold of Change |
| SDPR | BF982174 | 7.16 |
| TM4SF20 | NM_024795 | 6.63 |

How the deposited data were processed for this re-analysis (not part of the article)

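RNA from A549 cells without TGF-β and from A549 cells treated with 1 ng/ml TGF-β for 12 h was measured on 1 Affymetrix array each. The values deposited by the authors are intensities on a linear scale, 1 per probe set, from MAS5, which the submitters' processing notes name without a version. The trimmed mean of each array, without the 2% highest and 2% lowest signals, was 500, so each array had been scaled to the same target before deposit. The paper refers to earlier work for the array method, and further settings are not given in the sources used here.

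From these intensities, fold changes and their log2 values were computed per probe set and gene, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. Of 54613 probe sets that are not controls, 41091 carried 1 gene symbol in the platform annotation, 1801 carried several, and 11721 were not listed there and are unnamed here. Symbols were updated through the gene identifiers of the RefSeq annotation of the assembly GRCh38.p14. No coordinates are given because the files name no genome build. Probe sets with several symbols or none were left out of gene counts. A probe set was kept when the mean of its 2 signals reached the median over probe sets, 48.7, which left 27307 probe sets and 12375 genes, and a gene was represented by its brightest kept probe set.

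Before the data were examined, these rules were fixed together with the thresholds of 5-fold, which is the paper's, and 2-fold, the alternatives, the gene lists and the genes to be named. Genes to be named were the genes of Table S1 and of the paper's text, the 15 largest rises and 15 largest falls, and in each list up to 3 rises and 3 falls of at least 2-fold, or the member with the largest change where no member reached 2-fold. The folds of Table S1 were known when the rule was written. Not every gene that the rule takes is printed: some list members are left out, a choice made after their values were seen. Genes named outside this rule were also chosen after their values were seen. The lists were the up and down genes of Table S1, collagens, collagen assembly, other matrix genes, Smad targets, the TGF-β pathway, epithelial and mesenchymal genes, integrins, the actin cytoskeleton, proteases and their inhibitors, the machinery of regulated intramembrane proteolysis, the L6 and LRRC8 families, ER stress, ceramide, ERK targets, proliferation, growth inhibitors, cholesterol, NRF2 targets, alveolar genes, plasma proteins, cytokines, interferon response, hypoxia and glycolysis, ribosomal and housekeeping genes, and markers of fibroblasts, immune cells and endothelium. The median log2 fold change of a list was set against the medians of 10000 random lists of the same size, matched on deciles of the mean log2 signal with a fixed seed, which describes these 2 arrays and is no test of the conditions. The spread at a given brightness is 1.4826 times the median absolute deviation of the log2 fold changes of the 500 kept probe sets nearest in mean log2 signal, so it is a spread over probe sets and not over replicates.

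The alternatives set in advance were no filter on dim signals, a filter at the 75 percentile of the mean signal (349), floors at the 25 percentile and at the median of each array, an offset of 50, scaling to equal medians, by quantiles or by loess (span 0.3), the probe set with the largest change, the median over probe sets, and leaving out probe sets whose names mark shared targets. A floor at the background level, the probe set of the Table S1 accession, cutoffs of the mean signal at 200, 300, 500 and 1000, 1 background level for both arrays and list counts by scaling and by the probe set of largest change were added after the data had been seen. The background level is the highest signal among 27 Bacillus subtilis probe sets of an array; on the control array 52.1% of probe sets were above it, and on the TGF-β array 47.5%. Between the arrays, 8 of these 27 probe sets differed by more than 5-fold although both signals were at background, so a ratio with a signal at background has no precision of its own.

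The calling rule was tested on simulated data for the comparison of TGF-β with control over 12375 genes, of which 200 were changed. Of genes with a true 8-fold change, 97% were called at more than 5-fold, of genes with a true 3-fold change 2%, and of unchanged genes 0.378%. Of unchanged genes, 2.86% were called at 2-fold. With 1 array per condition the variation between cultures is not known, so these shares are not false-call rates for the real arrays. Each condition had 1 array, so no test, interval or p-value was computed. Genes of Table S1 without a probe set of that symbol in the annotation were not analysed here.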

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

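The rule that picked these genes was set after the signals had been seen: genes that the paper does not report, more than 5-fold changed in the direction of the main value under every alternative that gave a value, including the floor at background, and bright enough to be kept by the filter at the 75 percentile of the mean signal. Each of these 8 genes was higher with TGF-β, and each rests on 1 array per condition. KANK4 went from 15.0 to 1249, at least 27.3-fold higher because the control signal was at background, and PPP1R14C, an inhibitor of protein phosphatase, from 4.99 to 853, at least 18.6-fold. MYOCD, a coactivator of smooth muscle genes, went from 61.2 to 922, a 15.1-fold rise, and its other probe set from 75.3 to 468, a 6.22-fold rise. IGFL1 was 9.98-fold higher, from 79.3 to 792. GXYLT2, a glycosyltransferase, was 8.61-fold higher, from 183 to 1576. TSPAN2, which encodes a tetraspanin and thus a transmembrane protein, was 8.10-fold higher, from 91.1 to 738. FRMD6 was 6.90-fold higher, from 684 to 4723, and PLEK2 5.31-fold, from 1214 to 6443. The smallest log2 fold change under any alternative was 3.13 for MYOCD, 2.70 for IGFL1 and 2.37 for TSPAN2, each more than 1.5 times under the fold given here. A further 8 genes outside the paper passed 5-fold with such signals in the main setting but not under all alternatives, among them EHF, an epithelial transcription factor, which was 6.28-fold lower.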

How the results depend on the processing

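With 1 array per condition, the alternatives show how values depend on processing and not how they vary between cultures. The background floor, the accession probe set and the cutoffs of the mean signal were added after the data had been seen. The 114 genes past 5-fold (77 higher, 37 lower) became 1421 (647 higher, 774 lower) without the filter, 32 (29 and 3) with the filter at the 75 percentile, 42 (37 and 5) with a floor at the array median, 30 (30 and 0) with an offset of 50, 173 (113 and 60) with the probe set of largest change, and 45 (40 and 5) with the background floor. Without shared-target probe sets 24 genes were lower. With mean signals of at least 200, 300, 500 and 1000 the totals were 38 (35 and 3), 34 (31 and 3), 25 (22 and 3) and 14 (13 and 1). The 853 genes changed at least 2-fold (genes changed at least 2-fold, higher, 487; genes changed at least 2-fold, lower, 366) became 4505 (2110 and 2395) without the filter, 260 (197 and 63) with the stricter filter and 429 (295 and 134) with the offset; 596 were lower with the probe set of largest change and 204 with the background floor. Filters, floors and the offset act on dim signals by construction; the cause of the other shifts was not tested. Signal over background limits these counts, since 79 of the 114 genes had a dim signal at background. The floor at the 25 percentile and median, quantile and loess scaling left the 5-fold total between 113 and 116. Of the 23 measured genes of Table S1, between 14 and 21 passed 5-fold in the paper's direction under the alternatives set before the data were examined (20 with the chosen settings), and 10 with mean signals of at least 1000. The TM4SF20 log2 fold change lay between -2.34 and -2.18 in every setting. The COL1A1 log2 fold change (3.70) was 2.56 by the median over probe sets and 2.44 by its accession, and no value remained without shared-target probe sets; the LRRC8C log2 fold change (1.13) was 2.14 by the probe set of largest change, which its accession also names, and 1.52 by the median over probe sets. Without shared-target probe sets, the PLIN5 log2 fold change went from 4.34 to -0.21, but the first rests on a control signal at background (at least 3.10-fold) and the second is within the spread of 0.64, so no change of direction is read from them; the median of the TGF-β pathway reversed from 0.17 to -0.0020 and that of ERK targets from 0.37 to -0.12; the cause was not tested. Of 1354 alternative values for the named genes, 1214 moved by less than the spread at their brightness and 139 by more. Of 357 values for list medians, 307 stayed within the spread of random lists and 48 moved by more without changing sign in a called list. No paired analysis was possible because the result comes from no test and each condition has 1 array.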

Differences from the paper's values

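The paper reports 25 genes altered by more than 5 folds, and 114 were found here at that threshold. Among the alternatives set before the data were examined, the filter at the 75 percentile of the mean signal (32 genes) and the offset of 50 (30 genes) came within 1.5 times of the paper's count, each with 16 of the 23 measured genes of Table S1, and the others did not: 1421 without the filter, 114 with the floor at the 25 percentile, 42 with the floor at the median, 116, 113 and 114 with median, quantile and loess scaling, 173 with the probe set of largest change, 116 with the median over probe sets, and 87 without shared-target probe sets. Of the cutoffs of the mean signal at 200, 300, 500 and 1000, which were tried after the values had been seen, the cutoff of 500 gave 25 genes, but it calls only 15 of the paper's genes and so drops 5 of the 20 called without a cutoff. The cutoff of 300, chosen in the same way, gave 34 genes, also within 1.5 times, and drops 4 of the 20. At the level of probe sets the cutoff of 1000, also tried after seeing the values, gave 22, and by gene it gave 14 and drops 10 of the 20; the cutoff of 200 gave 38 genes. The background floor, also added after seeing the values, gave 45. For upregulated genes, the paper lists 23 and 77 were found. The filter at the 75 percentile (29) and the offset (30) were within 1.5 times, and the other alternatives set before the data were examined, from 37 to 647, were not; the cutoffs of 300 (31) and 500 (22), chosen after seeing the values, were, and drop 4 and 5 of the 20. For downregulated genes, the paper lists 2 and 37 were found. The filter at the 75 percentile (3) was within 1.5 times, and the others set before the data were examined, from 0 with the offset to 774 without the filter, were not; the cutoffs of 200, 300 and 500 (3 in each), chosen after seeing the values, were, and drop 2, 4 and 5 of the 20.

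For ANGPTL4, the paper lists a rise of 13.59-fold and the value here was 25.7-fold; each alternative set before the data were examined that gave a value, from 22.2 to 28.1, was more than 1.5 times the paper's. For FGF1, the paper lists 5.51-fold and the value here was at least 9.01-fold. The floor at the median (8.10), the offset (5.14) and the median over probe sets (6.65) came within 1.5 times, and the other such alternatives, from 10.3 to 10.8, did not; the filter at the 75 percentile gave no value. For LRRC8C, the paper lists 5.43-fold and the brightest probe set gave 2.18-fold. Of the alternatives set before the data were examined only the probe set of largest change (4.41) came within 1.5 times. The others, from 2.04 to 2.86, did not. The probe set of the listed accession, an alternative chosen after seeing the values, is the same probe set. By accession, 19 of the 21 genes covered passed 5-fold. For COL1A1 the listed accession gave 5.44-fold, while the paper lists 12.32-fold and the brightest probe set gave 13.0-fold.

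The paper places LRRC8C, LMCD1 and DAAM1 beyond its threshold, and here they were 2.18-fold, 4.95-fold and 4.31-fold higher. LMCD1 passed 5-fold with median scaling (5.12), loess scaling (5.10), and with the probe set of largest change and without shared-target probe sets (10.6 in both), while DAAM1 and LRRC8C did not pass it under any alternative. The other 20 measured genes passed it in the paper's direction. For LMCD1, another probe set without shared targets gave 1.80-fold.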

Other observations

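The tests of dim signals among genes past 5-fold, of the background level of COL1A1 probe sets and the background level itself were chosen only after the result was seen. The tests of dim signals replaced a test on the total set earlier, once its result was known (45 genes past 5-fold with the background floor).

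Several groups of matrix and adhesion genes held genes with higher signals in TGF-β-treated cells. The lists of other matrix, protease, actin and cytokine genes also hold genes of Table S1, which the study chose on these arrays. So do those of collagens, Smad targets, epithelial genes, hypoxia and glycolysis, regulated intramembrane proteolysis, and the L6 and LRRC8 families. The lists also share genes with each other, so their results are not independent. Of the mesenchymal rises, CNN1 and TAGLN are also counted in the actin list, FN1 in other matrix genes and ITGA5 in integrins. MMP2 and MMP9 are also counted in proteases and SNAI2 in Smad targets. JUNB is counted in both Smad and ERK targets. Of 31 measured matrix genes other than collagens, 7 were higher and none was lower, with CCN1 at 3.57-fold and FSTL1 at 2.46-fold, and the list's median log2 fold change of 0.25 lay at percentile 99.98 of random lists. Of 24 proteases and protease inhibitors, 11 were higher and none was lower (median 0.75, above all random lists), including PLAU, the urokinase plasminogen activator, at 2.88-fold, its receptor PLAUR at 2.52-fold and ADAMTS6 at 3.81-fold, while MMP10 rose at least 3.62-fold; with quantile and loess scaling SERPINE2 was under 2-fold, which left 10. Of 19 genes of collagen assembly, 2 were higher and none was lower (median 0.17, percentile 98.9): the prolyl hydroxylase subunit P4HA3 at 2.29-fold, with another probe set going from background to 98.6, and the cross-linking enzyme LOX at least 3.66-fold. Of 12 integrins, 3 were higher, with ITGA2 at 3.96-fold, and 1 was lower (median 0.28, percentile 99.3); the lower one, ITGB8, had a TGF-β signal at background, and ITGAV, 2.03-fold higher, was under 2-fold with quantile and loess scaling, which left 2 higher. Among the genes of the actin cytoskeleton (median 0.58, above all random lists), transgelin (TAGLN) was 3.19-fold higher but 1.78-fold by its only probe set without shared targets, and the lower one, ACTG2, had a TGF-β signal at background and was under 2-fold with median, quantile and loess scaling. Smooth muscle actin (ACTA2) read 178 without TGF-β and 112 with it. Of 24 mesenchymal genes, 8 were higher, with the surface enzyme NT5E at 2.82-fold and the repressor SNAI2 at least 2.90-fold, and 1 was lower, THY1, with a TGF-β signal at background (median 0.61, above all random lists). Of 31 cytokines and growth factors, 9 were higher, with CCL2 at 3.45-fold, and 1, CCL20, was 3.62-fold lower (median 0.24, above all random lists). Of 27 genes of the TGF-β pathway, 5 were higher and 2 lower (median 0.17, percentile 99.7); the receptor TGFBR1 was 3.90-fold higher, another of its probe sets gave 2.00-fold, BMP6 was 3.94-fold higher, BMP4, 2.01-fold lower, was under 2-fold with each of the scalings, and without shared-target probe sets the median was -0.0020. P4HA2 and IGFBP7 passed 2-fold upward, and FGA of the plasma proteins downward, with some of the scalings. By the probe set of largest change more members passed 2-fold, with 13 cytokine, 11 collagen, 10 actin, 10 mesenchymal and 8 pathway genes higher and 3 pathway and 2 actin genes lower.

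The largest changes by log2 fold change rest mostly on dim signals. Of the 15 largest rises, 11 had a control signal at background, among them ODAPH at least 9.34-fold higher, NIPAL4 at least 5.77-fold, LINC03024 at least 5.41-fold, RASGRP3 at least 4.38-fold, WNT5B at least 2.69-fold and HLX at least 2.23-fold. All of the 15 largest falls had a TGF-β signal at background: beside CAVIN2, SLC51B was at least 2.77-fold lower, ADARB2-AS1 2.30-fold, HOXC5 2.15-fold, JSRP1 2.10-fold, TRIM15 2.06-fold and HMCN2 2.02-fold, and the bounds of TMCO4, TTLL9, ADH4, SSC5D, CCNO, GOLT1A, HLF and CEMIP lay between 1.62-fold and 1.86-fold.

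None of 35 proliferation genes reached 2-fold, and their median log2 fold change was -0.19, at percentile 0.01 of random lists, and -0.14, -0.25 and -0.25 with median, quantile and loess scaling. Of 12 growth inhibitors, GADD45B (5.02-fold) and CDKN1A (2.42-fold), which encodes p21, were higher and none was lower (median 0.13, percentile 93.6, and 0.14 with bounds), and the other probe sets of GADD45B gave 5.27-fold, 4.72-fold and, for the dimmest, 1.06-fold. Of 22 genes in the plasma protein list, 1 was higher and 3 were lower (median -0.39, percentile 0.04). With signals under the background raised to it only CPS1, 2.32-fold lower, passed 2-fold, and CPS1 encodes an enzyme and not a plasma protein. Of 28 ERK targets, 5 were higher and 3 lower (median 0.37, above all random lists): JUNB was 3.77-fold higher and HBEGF 3.52-fold, while the feedback inhibitor SPRY1 was 2.57-fold lower, with a SPRY1 log2 fold change of -0.96 when 50 was added to every signal; 1 of the 5 rises rested on a signal at background, and without shared-target probe sets the median was -0.12. Of 24 genes of hypoxia and glycolysis, 3 were higher and 1 was lower (median 0.13, percentile 98.5), among them PFKFB4, 3.36-fold higher. By the brightest probe set no member passed 2-fold among 15 cholesterol genes (median -0.01, percentile 62.4), 20 interferon response genes (-0.09, percentile 33.8), 12 housekeeping genes (0.12, percentile 90.7) and 52 ribosomal genes (0.16, above all random lists, but for the median log2 fold change, ribosomal, 0.0038 with quantile scaling and 0.04 with loess scaling); by the probe set of largest change 1 ribosomal gene, RPL18, was lower. Of 21 NRF2 targets, 1 was lower, OSGIN1 at 4.22-fold (median 0.01, percentile 25.0). By the probe set of largest change GCLM was also lower and ABCC3 higher. Of 12 measured genes in the alveolar list 2 were lower (median -0.15, percentile 21.3). The water channel AQP3 was 2.86-fold lower (another probe set fell from 227 to the background), and MUC5B was at background with TGF-β. A further 9 genes of this list were under the filter, among them NKX2-1, SFTPD, AGER and AQP5. The list therefore says nothing about those genes. Of 12 fibroblast markers only THY1 was measured; of 9 measured immune markers CSF1R was higher and CD14 lower (median 0.46, percentile 97.0, and 0.45 with bounds), and of 3 endothelial markers FLT1 was higher (median 0.56, percentile 90.6), with CSF1R and FLT1 at background in the control. The medians of the L6 and LRRC8 families were -0.34 (percentile 3.69) and -0.21 (percentile 16.1). The upregulated genes of Table S1, chosen by the study on these arrays, had a median of 2.82, above all random lists, and of 2.81 with genes at background taken at their bound, and the downregulated list of 2 genes has no median.

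For genes that the paper's text names and for lists related to them, these arrays at 1 ng/ml and 12 h gave the following signals. CREB3L1 read 138 without TGF-β and 106 with it, and its other probe set was below background on both arrays. SPARC, for which the paper reports activation in cells treated with 0.5 ng/ml, was below background with both of its probe sets on both arrays, so no fold is given. Fibronectin (FN1) was 2.63-fold higher by its brightest probe set and between 2.05-fold and 2.77-fold higher by the other bright ones, and E-cadherin (CDH1) was 2.31-fold lower. The proteases that cleave CREB3L1 differed by less than 2-fold, with MBTPS1 (S1P) at 533 without TGF-β and 596 with it and MBTPS2 (S2P) at 5416 and 4941; a dimmer probe set of MBTPS2 read 212 and 117. Of 14 measured genes of regulated intramembrane proteolysis, only TM4SF20, which the study chose as lower on these arrays, passed 2-fold (median -0.12, percentile 21.5). SMAD2 read 7117 without TGF-β and 4933 with it, SMAD3 2266 and 2553, and SMAD4 1446 and 1284, while another probe set of SMAD3 went from 639 to 1311, 2.05-fold higher. TGFBR2 read 3321 and 1990, TGFB1 588 and 742, and BMP2 368 and 728, with the BMP2 log2 fold change at 1.04 under median scaling and so past 2-fold. The other probe set of BMP2 went from 303 to 614, 2.02-fold higher without rescaling. MAP2K1 read 4202 and 4954, and MAP2K2 950 and 862, while MAPK3 (ERK1) was 2.92-fold lower by its only probe set, which is marked as able to bind other transcripts. Of 30 genes of ER stress, 1, DDIT3, was 2.12-fold lower, with a DDIT3 log2 fold change of -0.99 when 50 was added to every signal, and none was higher (median 0.11, percentile 98.8), and XBP1, whose splicing is not measured here, read 2538 and 2110. None of 20 genes of ceramide metabolism passed 2-fold by its brightest probe set (median 0.07, percentile 90.9), but another probe set of UGCG, the glucosylceramide synthase, was 2.13-fold lower, and ceramide itself is not measured by these arrays. The loading controls CANX (14970 and 16257) and KDM1A, the demethylase LSD1 (2165 and 2493), differed by less than 2-fold.

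More genes passed 5-fold here than Table S1 lists, many with 1 signal at background. Outside Table S1, 18 genes passed 5-fold with both signals above background, so dim signals alone do not make up the excess. These genes were picked by that condition, so only their number carries information. For the 79 genes with a signal at background, a dim signal lost in background stays open as the account. When the dim signal was raised to the background level, 12.7% of them, 10 genes, stayed past 5-fold. The 79 genes were selected by that signal, so their folds shrink by construction. In the simulated data, 0.378% of 12175 unchanged genes were called at more than 5-fold, a share that is not split by signals at background. That share is also no false-call rate for the real arrays, since variation between cultures is not known. Whether the calls with a signal at background are noise stays open: the other kept probe sets of such genes had a median log2 fold change of 1.54 in the direction of the call, but only 6 genes had one. Why these genes are not in Table S1 was not tested.

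Among genes past 5-fold with both signals above background, 31 were higher and 4 lower. A difference in scaling between the arrays is argued against, since the lowest share of rises under median, quantile and loess scaling was 88.6%, far above an even split. With 1 background level for both arrays, an alternative added after the data had been seen, the counts were 31 and 4 at the control level and 29 and 4 at the TGF-β level. With the dim signal at background the counts were 46 and 33, and without a filter on dim signals the excess turned, with 647 genes higher and 774 lower. An effect of TGF-β was not tested apart from a difference between the 2 cultures, and with 1 array each both stay open.

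The probe sets of COL1A1 differed in their change, from 13.0-fold higher to 1.17-fold. All of them, including the one with the largest change, carry names that were treated as marking shared targets. Only the name of the probe set with the small change ends in _x_at, the mark for binding other transcripts used below. The others end in _s_at. Loss of signal to background is argued against as the whole account, since the probe set with the small change lay at least 5.02 times above the background level on both arrays, although another one was below background on both. Binding to other transcripts stays open: over genes changed at least 2-fold, the part of the change held by 50 other probe sets marked as able to bind other transcripts was smaller by 0.0606 than that of 232 unmarked ones, with an SD of 0.139 over resampled probe sets, and this comparison over other genes does not decide the case of a single probe set. No biological explanation was tested, since the design does not separate transcripts of this gene.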
